# CircRtn4 Acts as the Sponge of miR-24-3p to Promote Neurite Growth by Regulating CHD5

**DOI:** 10.3389/fnmol.2021.660429

**Published:** 2021-07-07

**Authors:** Yue Qi, Nana Ma, Xiaofan Chen, Yue Wang, Wei Zhang, Jun Wan

**Keywords:** circRtn4, miR-24-3p, CHD5, neurite growth, primary cortical neuron, neurodevelopment

## Abstract

Circular RNAs (circRNAs) are covalently closed single-stranded RNA molecules. After derived from precursor mRNA back-splicing, circRNAs play important roles in many biological processes. Recently, it was shown that several circRNAs were enriched in the mammalian brain with unclear functions. The expression of circRtn4 in the mouse brain was increased with the differentiation of primary neurons. In our study, knockdown of circRtn4 inhibited neurite growth, while overexpression of circRtn4 significantly increased neurite length. By dual-luciferase reporter assay and RNA antisense purification assay, circRtn4 was identified as a miRNA sponge for miR-24-3p. Moreover, knockdown of miR-24-3p increased neurite length, while overexpression of miR-24-3p significantly inhibited neurite growth. Furthermore, CHD5 was confirmed to be a downstream target gene of miR-24-3p. And CHD5 silence counteracted the positive effect of circRtn4 overexpression on neurite growth. In conclusion, circRtn4 may act as the sponge for miR-24-3p to promote neurite growth by regulating CHD5.

## Introduction

Billions of specific neurons build the neural circuits, some of which underlie animal behaviors including cognition, learning and feeling. Neurons extend neurites during development, which is a critical step in wiring neural circuits to establish precise neural connections for normal physiological function (Philippidou and Dasen, 2013; Park and Poo, 2013; Duhr et al., 2014; Cave and Sockanathan, 2018). Impaired development of neural circuits was associated with behavioral, cognitive and mental disorders, such as epilepsy, intellectual disability, autism, schizophrenia, etc. (Kaufmann and Moser, 2000; Wong and Guo, 2013; Tang et al., 2014; Levitt and Veenstra-VanderWeele, 2015; MacDonald et al., 2017). Therefore, it is important to elucidate the molecular mechanisms underlying the development of neurons.

Circular RNAs (circRNAs) are a class of non-coding RNAs derived from back-splicing of pre-mRNA. CircRNAs are characterized as covalently closed single-stranded RNA molecules without a 5′ cap and a 3′ polyadenylated tail (Wilusz, 2018). Since the first circRNA was identified over 40 years ago, it had been dismissed as noise without any biological function for a long time. Numerous recent reports have shown that circRNAs play vital roles in diverse pathophysiological conditions, including neurodegenerative diseases (Kumar et al., 2017), cancer (Wang et al., 2018; Lu et al., 2019; Zhang et al., 2019) and other diseases (You et al., 2015; Garikipati et al., 2019). Moreover, circRNA enriched in the nucleus could interact with RNA polymerase II holocomplex to regulate transcription (Li et al., 2015). While in the cytoplasm, circRNAs exert their functions though sponging microRNAs (miRNAs) (Hansen et al., 2013), binding RNA binding protein (Garikipati et al., 2019) and undergoing protein translation (Legnini et al., 2017).

MiRNAs, with a length of about 22 nucleotides, are a class of small non-coding single-stranded RNA molecules highly conserved across species. In addition, most of miRNAs negatively regulate the expression of protein-coding genes by binding to their 3′-untranslated region (3′ UTR) (Bartel, 2004). The crucial roles of miRNAs in neural development indicated their potential applications in the therapeutic methods of neurodevelopmental related diseases (Fineberg et al., 2009; Im and Kenny, 2012; Mahmoudi and Cairns, 2017; McNeill et al., 2020).

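The mouse Rtn4 gene (reticulon 4, ENSMUSG00000020458) lies on the plus strand of chromosome 11 from 29692947 to 29744331 in GRCm38. In a GENCODE M21 transcript that holds both exons, exon 2 runs from 29705535 to 29705591 and is 57 bases long, and exon 3 runs from 29706410 to 29708770 and is 2361 bases long. Both exons are coding sequence in this transcript. Joined end to end they make a circle of 2418 bases, called circRtn4. Across its back-splice junction, the last 15 bases of exon 3 and the first 15 bases of exon 2 read TGAATAAAACTTCAGATGAGACCCTTTTTG. The siRNA si-circRtn4, listed in Table S2 as CTTCAGATGAGACCCTTTT, covers this junction with 6 bases in exon 3 and 13 bases in exon 2. Its whole sequence of 19 bases was found in 0 GENCODE M21 transcripts. With the guide strand taken as the reverse complement of the listed sequence, the 7-base site for its seed (ACCCTTT, pairing with guide bases 2 to 8) lies in exon 2 from 29705540 to 29705546. Linear Rtn4 transcripts with exon 2 therefore hold the seed site but not the whole target. The 7-base seed site of miR-24-3p (CTGAGCC) occurs once in each exon, from 29705565 to 29705571 in exon 2 and from 29707907 to 29707913 in exon 3. The site in exon 3 is followed by A, which makes it an 8mer site (CTGAGCCA).

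**Figure D1:**
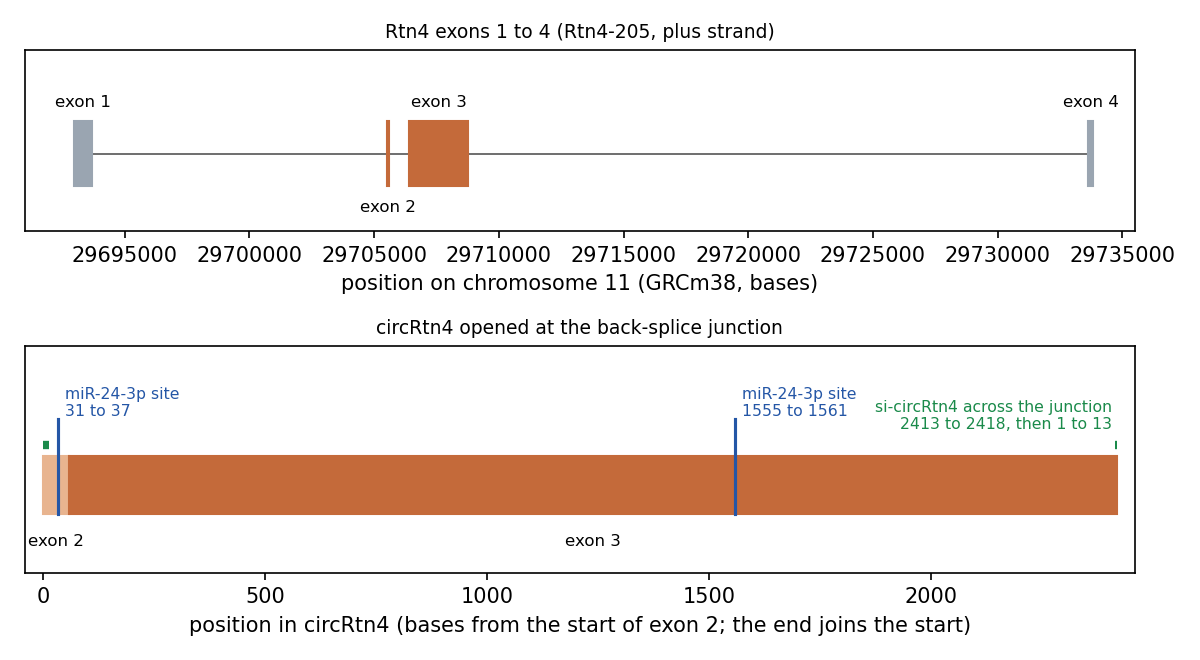
Exons 1 to 4 of Rtn4 on chromosome 11 (top, position in bases) and circRtn4 opened at its junction (bottom, position in bases from the start of exon 2). Lines mark the miR-24-3p seed sites at positions 31 to 37 and 1555 to 1561, and the green bars mark si-circRtn4, which runs from position 2413 over the junction to position 13.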

Mmu_circ_0000250 (also called as circRtn4) arises from the head-to-tail splicing of exon 2 and exon 3 of Rtn4 gene, which is 2,418 base pairs in length. The expression of circRtn4 is high in mouse brain, which increases with neuronal differentiation (Rybak-Wolf et al., 2015). However, its role in neurodevelopment is not well elucidated. In this study, we found that circRtn4 may promote neurite growth by sponging miR-24-3p to regulate CHD5.

## Materials and Methods

### Animals

The C57BL/6J mice were purchased from the Medical Experimental Animal Center of Guangdong Province. All mice were housed in separate cages with free access to food and water. The rooms were maintained with 12-h light/dark cycle at constant temperature and humidity. All procedures of animal experiments were conformed to animal use protocols and approved by the Committee for the Ethics of Animal Experiments, Shenzhen-Peking University-The Hong Kong University of Science and Technology Medical Center (SPHMC; protocol number 2011-004).

### Cell Cultures and Transfection

Mouse neuroblastoma cell line Neuro2A cells (N2a) were maintained in the growth medium composed of Minimum Essential Medium (MEM) with 10% Fetal Bovine Serum (FBS, Gibco, United States). The differentiation of N2a cells was induced by the differentiation medium composed of Dulbecco’s Modified Eagle’s Medium (DMEM), 0.5% FBS and 10 μM retinoic acid (RA) (Sigma, United States). HEK293T cells were cultured in DMEM containing 10% FBS. Primary cortical neurons were isolated from E16.5–18.5 C57BL/6 mice embryos and seeded on poly-L-lysine (Sigma)—coated Petri dishes. Primary cortical neurons were seeded in DMEM with 10% FBS and 1% Penicillin/Streptomycin for the first 4 h, then in Neurobasal Medium containing 2% B27 (Life Technologies, United States) and 0.5 mM L-glutamine for further culture. All cells were cultured at 37°C in an incubator with 5% CO_2_. For siRNA or miRNA transfection of each well, 100 nM siRNA (RiboBio, China), 100 nM miRNA mimic (Ribobio, China) or 100 nM miRNA inhibitor (Ribobio, China) was added with RNA iMAX Reagent (Sigma, United States). For plasmid transfection, 750 ng/ml plasmids were added with ViaFect^TM^ Transfection Reagent (Promega, United States) according to the manufacturer’s guidelines. After 24 h of transfection, N2a cells were induced differentiation by changing of differentiation medium and harvested 48 h later. Primary cortical neurons were harvested after 72 h of transfection. The siRNAs used in this study can be found in Supplementary Table 2.

### Quantitative Real-Time PCR (qRT-PCR)

Total mRNA was extracted from cells with RNA-easy Isolation Reagent (Vazyme, China) according to the manufacturer’s instructions. Cytoplasmic and nuclear RNA were isolated by Nuclear and Cytoplasmic Protein Extraction Kit (BD, China) following the manufacturer’s protocol. For RNase R treatment, total RNA was incubated for 10 min at 37°C with or without 3.5 U RNase R (Lucigen, United States). Reverse transcription was performed with the Goscript RT system (Promega, United States), and quantitative PCR was performed with SYBR Green Realtime-PCR Master Mix (BIO-RAD, United States). The divergent primers for circRtn4 were designed to amplify across the backsplicing junction, while the Rtn4 primers were designed to amplify the sequence of linear-Rtn4 mRNA not present in circRtn4. Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as a loading control for circRtn4 and other mRNA, while the expression of miRNA was normalized to U6 in each sample. The relative changes in gene expression were calculated by the relative quantification method (2^−△△Ct^). The primers used in this study were listed in Supplementary Table 1.

### Fluorescence *in situ* Hybridization (FISH)

Alexa Fluor 555-labeled probes of circRtn4, U6 and 18S are purchased from Advanced Cell Diagnostics (United States). The probe signals were detected with Ribo^TM^ Fluorescent *in situ* Hybridization kit (Ribobio, China) following the manufacturer’s instructions. The probes of U6 and 18S were used as control. The results were observed with a Zeiss LSM 710 confocal microscope with a 40 × objective.

### Plasmid Construction

The sequence of circRtn4 was amplified from mouse cDNA, and then its binding sites of miR-24-3p were mutated. Wild type or mutant circRtn4 sequence were inserted into psiCHECK^TM^-2 Vector (Promega, United States) or pcDNA 3.1 vector using ClonExpress^®^ MultiS One Step Cloning Kit (Vazyme, China) according to the manufacturer’s instructions. The sequences of all constructs were tested by DNA sequencing (IGE Biotech, China).

### Fluorescence Immunostaining

Cells were fixed in 4% paraformaldehyde (PFA) for 15 min at 4°C, then permeabilized and blocked in PBS containing 1% BSA, 4% goat serum, and 0.4% Triton X-100 for 1 h at room temperature. Subsequently, cells were incubated with primary antibody (anti-β-tubulin III, 1:1000, Sigma, mouse monoclonal antibody) overnight at 4°C, followed with secondary antibody (anti-mouse, CY3, 1:400, Jackson Immuno Research) for 2 h at room temperature. Images of cells were captured by a Zeiss LSM 710 confocal microscope with a 20 × objective. Images were analyzed with Zen 2012 (Zeiss) and Image-Pro Plus.

### Dual Luciferase Reporter Assay

HEK-293T cells were seeded in 12-well plates and cotransfected with 200 ng psiCHECK^TM^-2-circRtn4-WT, psiCHECK^TM^-2-circRtn4-MUT or psiCHECK^TM^-2-control and 200 nM miRNA mimics or miRNA negative control using ViaFect^TM^ Transfection Reagent (Promega, United States). At 30 h after transfection, cells were harvested and luciferase activity was detected with the dual luciferase reporter assay system (Promega, United States). Renilla luciferase activity was measured, and the values were normalized to firefly luciferase activity.

### RNA Antisense Purification (RAP) Assay

The biotin-labeled probes of circRtn4 and control were designed by BersinBio (China). More than 4 × 10^7^ N2a cells were harvested and RAP assay was performed using the RIP kit (BersinBio, China) according to the manufacturer’s instructions. After hybridized with probes, the circPCMTD1 and control complex were captured. And then, the miRNAs in these RNA complexes were purified and detected by qRT-PCR. The probes used in this study were listed in Supplementary Table 3.

### Statistical Analysis

Data was analyzed by SPSS 19.0 and GraphPad Prism 7.0. Comparisons among multiple groups were calculated using one-way ANOVA, followed by LSD’s *post hoc* analysis. Comparisons between two groups were performed with Student’s unpaired *t*-test. The data presented as mean ± SD. *P* < 0.05 was considered statistically significant.

## Results

### CircRtn4 Characterization and Structure Identification

In this study, several methods were applied to avoid the head-to-tail splicing products from trans-splicing or genomic rearrangements. First, we designed circRtn4 primers and Rtn4 primers. CircRtn4 primers were divergent primers for specific back-splicing junction. Rtn4 primers were designed in exon 1 of Rtn4 mRNA (Figure 1A). Subsequently, we performed qRT-PCR assay and found that circRtn4, rather than linear-Rtn4, was resistant to RNase R digestion (Figure 1B). Furthermore, the resistance of circRtn4 to RNase R was also confirmed by agarose gel electrophoresis (Figure 1C). The circRtn4 and Rtn4 fragments longth are 157 and 189 bp, respectively. Moreover, the head-to-tail splicing in the RT-PCR product of circRtn4 was confirmed by Sanger sequencing, which is consistent with the data in the CircBase database (Figure 1D).

**FIGURE 1:**
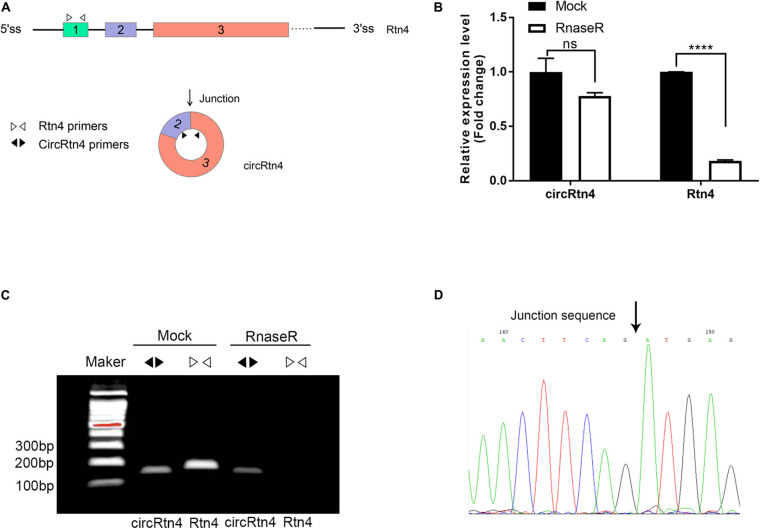
CircRtn4 characterization and structure identification. **(A)** Schematic diagram of circRtn4 primers and Rtn4 primers. **(B)** qRT-PCR was performed to measure the expression levels of circRtn4 and linear-Rtn4 mRNA treated with or without RNase R. The results were shown as the mean ± SD (****p < 0.0001, *n* = 3). **(C)** The existence of circRtn4 in N2a cells was confirmed by RT-PCR. **(D)** The head-to-tail splicing sites of circRtn4 was validated by Sanger sequencing.

### CircRtn4 Promotes Neurite Growth

It was reported that the expression level of circRtn4 was significantly increasing during the neuronal differentiation (Rybak-Wolf et al., 2015). Similarly, we found that the expression level of circRtn4 increased significantly after the differentiation of N2a cells and primary cortical neurons (Supplementary Figures 1A,B), which indicates the potential role of circRtn4 in this process. The siRNA-mediated knockdown of circRtn4 was efficient in N2a cells, while the expression of Rtn4 linear mRNA had no significant change (Figures 2A–C). Then, the plasmid for circRtn4 overexpression was derived from pcDNA3.1, which expressed green fluorescent protein (GFP). The plasmids transiently transfected into N2a cells increased circRtn4 levels (Figure 2D), instead of linear-Rtn4 mRNA levels (Figure 2E).

**FIGURE 2:**
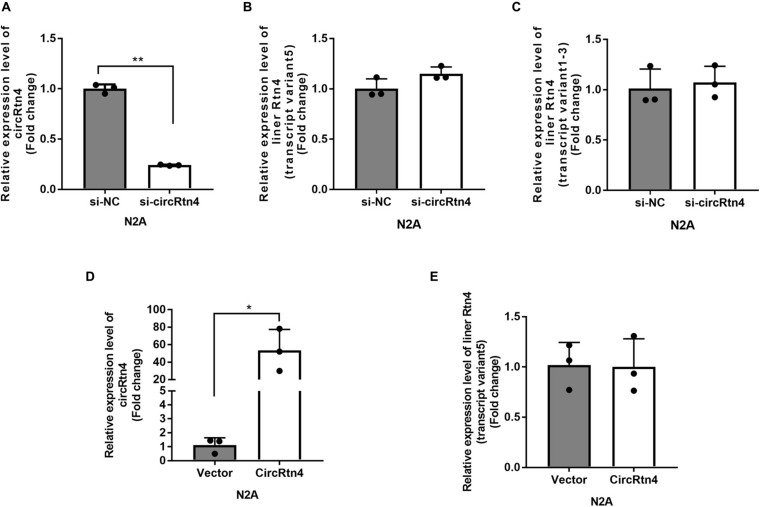
The efficiency of circRtn4 knockdown and overexpression. **(A)** The knockdown efficiency of circRtn4 was determined by qRT-PCR. **(B,C)** After transfection of circRtn4 siRNA, the expression levels of Rtn4 variants were detected by qRT-PCR. The results were shown as the mean ± SD (*n* = 3). **(D)** The overexpression efficiency of circRtn4 was determined by qRT-PCR. **(E)** After transfection of overexpressing vector, the expression levels of Rtn4 variant 5 were detected by qRT-PCR. The results were shown as the mean ± SD (*p < 0.05, and **p < 0.01 *n* = 3).

After N2a cells were transfected with circRtn4 siRNA, their length of longest neurite and total length of neurites were significantly decreased, while their branch numbers showed no change (Figures 3A–D). Knockdown of circRtn4 in cortical neurons showed similar effects on their longest neurite length and total neurites length, while their branch numbers were reduced (Figures 3A,E–G). Otherwise, both N2a cells and cortical neurons overexpressing circRtn4 exhibited increased branch numbers, increased length of the longest neurite and increased total length of neurites (Figures 3A,H–M).

**FIGURE 3:**
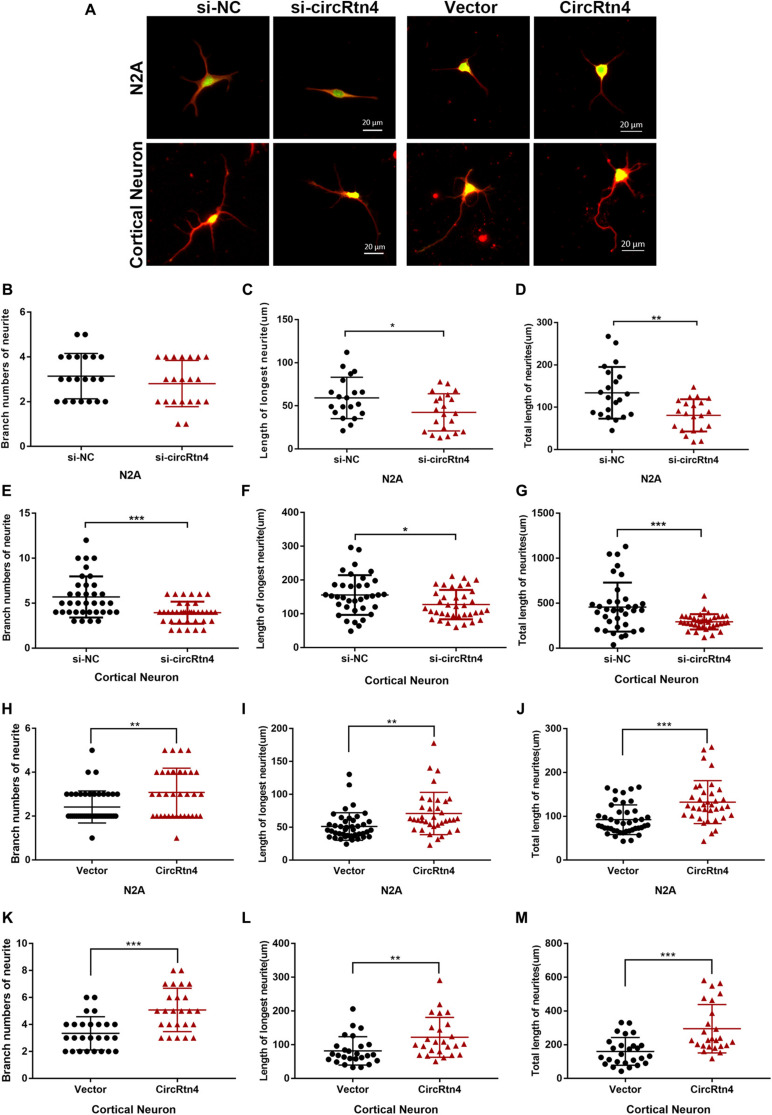
CircRtn4 promotes neurite growth. **(A)** Following circRtn4 knockdown or overexpression, N2a cells and primary cortical neurons were fixed and immunostained with anti-β-tubulin III antibody and captured by a Zeiss LSM 710 confocal microscope with a 20 × objective (Red, β-tubulin III; Green, GFP). N2a cells **(B–D)** and cortical neurons **(E–G)** were cotransfected with siRNAs (100 nM) and PEGFP vector (250 ng/ml). N2a cells **(H–J)** and cortical neurons **(K–M)** were transfected with overexpression vector of circRtn4 (750 ng/ml). The branch numbers of neurite, the length of longest neurite and total length of neurites were quantified by Image-Pro Plus software. The results were shown as the mean ± SD (*p < 0.05, **p < 0.01, and ***p < 0.001).

### CircRtn4 Functions as a Sponge of miR-24-3p

To gain insight into the molecular mechanism of circRtn4 promoting neurite growth, fluorescent *in situ* hybridization (FISH) experiments were conducted. CircRtn4 was abundant in the cytoplasmic N2a cells (Figure 4A), which was also confirmed by nuclear and cytoplasmic isolation in N2a cells and primary cortical neurons (Figure 4B). It indicated circRtn4 may function as a miRNA sponge. Then, dual-luciferase reporter assay was performed to screen 12 miRNAs candidates predicted by miRDB. It was found miR-484, miR-6413 and miR-24-3p can interact with circRtn4 directly (Figure 5A). Among them, only miR-24-3p was associated with neurite growth in previously reports (Kang et al., 2019). Transfection of miR-24-3p mimic effectively weakened the activity of luciferase reporter containing wild type circRtn4. Two binding sites in circRtn4 sequence were mutated as shown in Figure 5B. However, miR-24-3p did not affect the activity of luciferase reporter containing mut-circRtn4 (Figure 5C). Furthermore, a 142.5-fold enriched miR-24-3p was captured with the biotin-labeled circRtn4 in RAP assay (Figures 5D,E), which revealed that circRtn4 could act as a sponge of miR-24-3p.

**FIGURE 4:**
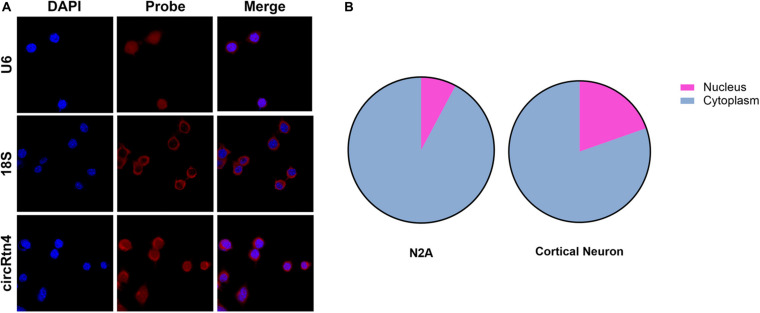
The localization of circRtn4 in N2a cells. **(A)** RNA FISH showed the localization of circRtn4 in N2a cells. **(B)** After nuclear and cytoplasmic isolation in N2a cells and primary cortical neurons, the expression levels of circRtn4 were examined by qRT-PCR.

**FIGURE 5:**
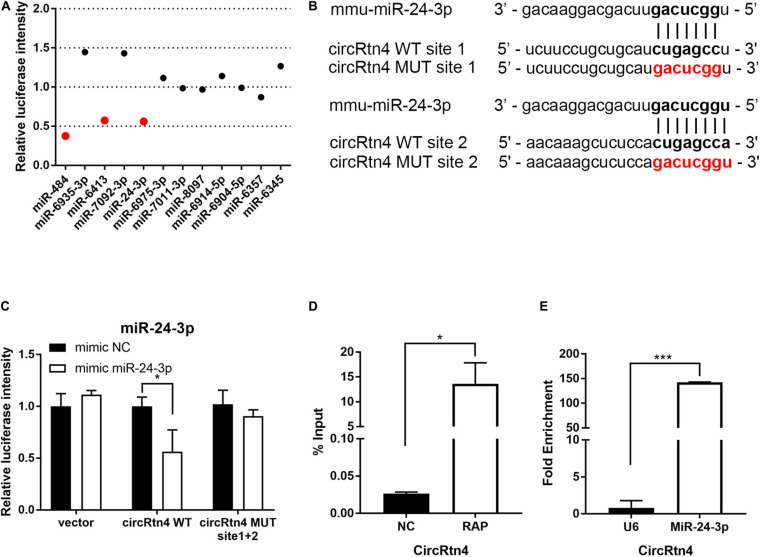
CircRtn4 functions as a sponge of miR-24-3p. **(A)** 12 miRNAs candidates were screened by Dual-luciferase reporter assay. **(B)** The wild-type (WT) and mutated (MUT) circRtn4 binding sites with miR-24-3p were shown. **(C)** HEK-293T cells were cotransfected with psiCHECK^TM^-2-circRtn4-WT, psiCHECK^TM^-2-circRtn4-MUT or psiCHECK^TM^-2-control and miRNA mimics or miRNA negative control. Luciferase activity was detected with luciferase reporter assays. **(D)** The enrichment efficiency of circRtn4 probe was confirmed by qRT-PCR. **(E)** The enrichment of miR-24-3p in the circRtn4 RAP assay was detected by qRT-PCR. The results were shown as the mean ± SD (*p < 0.05, and ***p < 0.001 *n* = 3).

### CircRtn4 Promotes Neurite Growth via miR-24-3p

Corresponding to the increased expression of circRtn4, the expression level of miR-24-3p decreased observably with the differentiation of N2a cells and primary cortical neurons (Supplementary Figures 1C,D). To explore the function of miR-24-3p in neurite growth, miR-24-3p mimic or miR-24-3p inhibitor was transfected into N2a cells and cortical neurons, of which the efficiency was verified by qRT-PCR (Supplementary Figures 2A,B). Cortical neurons overexpressing miR-24-3p displayed obviously reduced growth and branching, whereas the induction of miR-24-3p inhibitor significantly increased branch number, the longest neurite length and total neurite length (Figures 6A–G). Similarly, the negative effect of miR-24-3p on neurite growth was also confirmed in N2a cells (Supplementary Figures 3A–G). To further identify whether circRtn4 improves neurite growth as a sponge of miR-24-3p, circRtn4 mutant form Mut-circRtn4 were overexpressed in cortical neurons and N2a cells. The promoting effect of circRtn4 on neurite growth did not exist in neither cortical neurons nor N2a cells overexpressing Mut-circRtn4 (Figures 6H–K and Supplementary Figures 3H–K), which indicated that circRtn4 promotes neurite growth at least partly by miR-24-3p.

**FIGURE 6:**
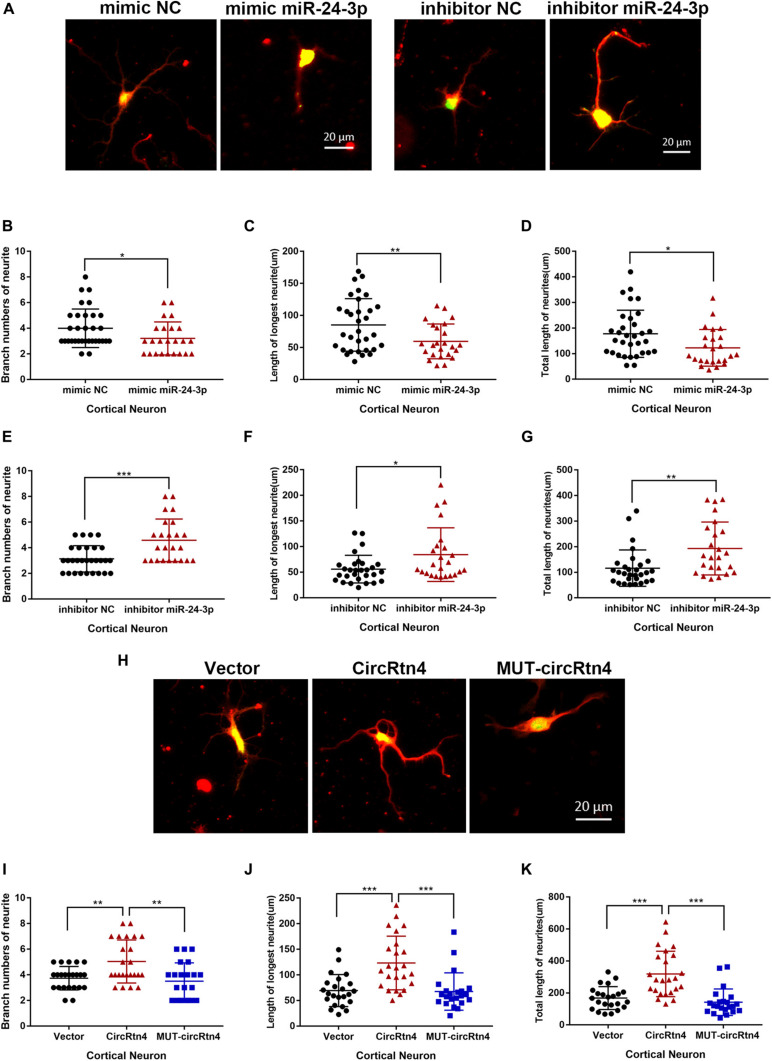
CircRtn4 promotes neurite growth via miR-24-3p. **(A)** After transfected with miR-24-3p inhibitor or miR-24-3p mimic, primary cortical neurons were fixed and immunostained with anti-β-tubulin III antibody and captured by a Zeiss LSM 710 confocal microscope with a 20 × objective (Red, β-tubulin III; Green, GFP). Primary cortical neurons were cotransfected with 100 nM miR-24-3p mimic **(B–D)** or inhibitor **(E–G)** and PEGFP vector (250 ng/ml). The branch numbers of neurite, the length of longest neurite and total length of neurites were quantified by Image-Pro Plus software. The results were shown as the mean ± SD (*p < 0.05, **p < 0.01, and ***p < 0.001). **(H)** After transfected with circRtn4 or MUT-circRtn4 vector, primary cortical neurons were fixed and immunostained with anti-β-tubulin III antibody and captured by a Zeiss LSM 710 confocal microscope with a 20 × objective (Red, β-tubulin III; Green, GFP). **(I–K)** Primary cortical neurons were transfected with overexpression vector of circRtn4 or MUT-circRtn4 (750 ng/ml). The branch numbers of neurite, the length of longest neurite and total length of neurites were quantified by Image-Pro Plus software. The results were shown as the mean ± SD (*p < 0.05, **p < 0.01, and ***p < 0.001).

### CHD5 Is a Target Gene of miR-24-3p Regulated by circRtn4

To investigate the potential involved mRNAs, transcriptome RNA sequencing was employed to identify differential genes after circRtn4 knockdown in N2a cells. 

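N2a (Neuro2A) is a mouse neuroblastoma cell line whose cells extend neurites when they are differentiated with retinoic acid. RNA was sequenced from 3 cultures transfected with the control siRNA (si-NC) and 3 cultures transfected with si-circRtn4. The paper's methods give 100 nM siRNA for 24 h and then 48 h in differentiation medium with 10 μM retinoic acid for N2a cells in general, whereas the sample labels name only the growth medium, so the values can be of undifferentiated or differentiated cells. The authors deposited 1 FPKM value for each gene and library, which is the number of fragments on the gene scaled by its length and by the depth of the library. The paper's text does not name the aligner, the counting tool or the annotation. Of the 54532 genes listed, 98.1% have the same start and end as in GENCODE M21, so the coordinates are those of GRCm38. In each library, FPKM multiplied by gene length gave whole multiples of 1 step for 100% of the values, and the number of reads on genes was recovered from it. The si-NC libraries held 14748929, 14201979 and 14100818 reads, and the si-circRtn4 libraries held 13541198, 15122063 and 14535944. These totals were 95.2% to 100.8% of the depth that the step implies, so the authors' scaling factor was not the plain total of the listed genes. FPKM values were used as deposited and tested as log2(FPKM + 1) with limma, for the 12749 genes with a mean of at least 1 FPKM over the 6 libraries. Fold changes are on this log2(FPKM + 1) scale except under another pseudocount, TPM or limma-voom, and the scale understates the change of genes with low FPKM.

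Rtn4, the gene of circRtn4, was at 61.0, 66.8 and 69.8 FPKM in the si-NC libraries and at 50.1, 56.7 and 62.7 FPKM in the si-circRtn4 libraries. FPKM of a gene does not separate reads of its linear and circular RNA, so the level of circRtn4 itself cannot be read from these values. How far reads of circular RNA enter them depends on the library preparation, which the paper's text does not describe. The means were 65.9 ± 4.49 (SD, n = 3) and 56.5 ± 6.32 FPKM (SD, n = 3), and the ranges of both groups overlapped. The log2 fold change of -0.22 (standard error 0.10) was not past the threshold (adjusted p = 0.216 from limma with Benjamini-Hochberg adjustment). A two-sided exact permutation test gave p = 0.2, where 0.1 is the smallest value that 3 libraries against 3 allow. In the paired fit with replicate number as a block, the same change had an adjusted p of 0.0447 in limma. Over the alternatives the adjusted p lay between 0.0447 and 0.439. Besides the seed site in exon 2, the annotated 3′ UTR of Rtn4 holds 1 site for the seed of the si-circRtn4 guide.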

The raw data can be found at the NCBI GEO with accession number GSE165253. There were 1,843 upregulated genes and 1,832 downregulated genes in N2a cells when circRtn4 was silenced (Figure 7A). 

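At an unadjusted p under 0.05 in limma, 1675 of the genes tested were higher and 1630 were lower in the si-circRtn4 libraries. With Benjamini-Hochberg adjustment, 556 genes were higher and 615 were lower at an adjusted p under 0.05. Library pairs correlated at 0.980 to 0.986 within si-NC, 0.981 to 0.985 within si-circRtn4 and 0.967 to 0.977 between the groups. The split between higher and lower genes moved most when each library was rescaled to the same FPKM sum (TPM). The higher genes then numbered 2621 and the lower genes 957 at an unadjusted p under 0.05, which is 73.3% higher instead of 50.7%. A single gene of 57 bases, Gm23935, held 20.1% to 20.7% of the FPKM sum in the si-NC libraries and 13.5% to 18.8% in the si-circRtn4 libraries. In the paired fit with replicate number as a block, 1185 genes were higher and 1243 lower at an adjusted p under 0.05. Leaving out 1 library at a time gave 163 to 407 higher and 217 to 419 lower genes at that threshold, with the lowest numbers without si-NC replicate 2. Of the 380 genes called without that library, 368 were among the 1171 genes called with all 6 libraries, in the same direction.

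The genes below were ranked on the log2(FPKM + 1) scale. Among protein-coding genes with an adjusted p under 0.05 whose groups did not overlap, Fam92b (ENSMUSG00000042269, chromosome 8, 120166397 to 120177466) fell the most. It went from 8.98 ± 1.93 FPKM (SD, n = 3) to 1.08 ± 0.217 FPKM (SD, n = 3), a log2 fold change of -2.25 (standard error 0.15, adjusted p = 0.000857 from limma with Benjamini-Hochberg adjustment). The next were Dbh at -2.07, Sct at -2.05, Neurl3 at -2.03 and Chgb at -1.86, and Neurl3 holds 1 guide seed site in its annotated 3′ UTR. Each of these 5 genes stayed at an adjusted p under 0.05 in all alternatives, the highest being 0.0275 for Dbh. On other scales Dbh fell further than Fam92b, at -3.04 against -2.94 with a pseudocount of 0.1. In limma-voom the values were -3.20 for Dbh and -3.03 for Fam92b. The largest rise was that of Isg15 (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818), from 5.65 ± 0.379 to 25.5 ± 13.6 FPKM (SD, n = 3 each), a log2 fold change of 1.83 (standard error 0.38, adjusted p = 0.0282 from limma). Rps27rt at 1.59, Pla2g2e, Srxn1 at 1.45 and Mamdc2 at 1.40 followed in this order. With a pseudocount of 0.1 the order changed, as Pla2g2e (1.94) and Mamdc2 (1.76) rose more than Rps27rt (1.60). Rps27rt is a retrogene of a ribosomal protein gene and can share reads with its parent gene, so its value is uncertain. The rises were less stable than the falls. With all detected genes tested, the adjusted p of these 5 genes lay between 0.0559 and 0.146. Isg15 had an adjusted p of 0.0622 to 0.0907 in 5 of the 6 fits that each left out 1 library and Rps27rt one of 0.0572 to 0.118 in 5 of them, whereas Mamdc2 lost its call in 2.

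**Figure D2:**
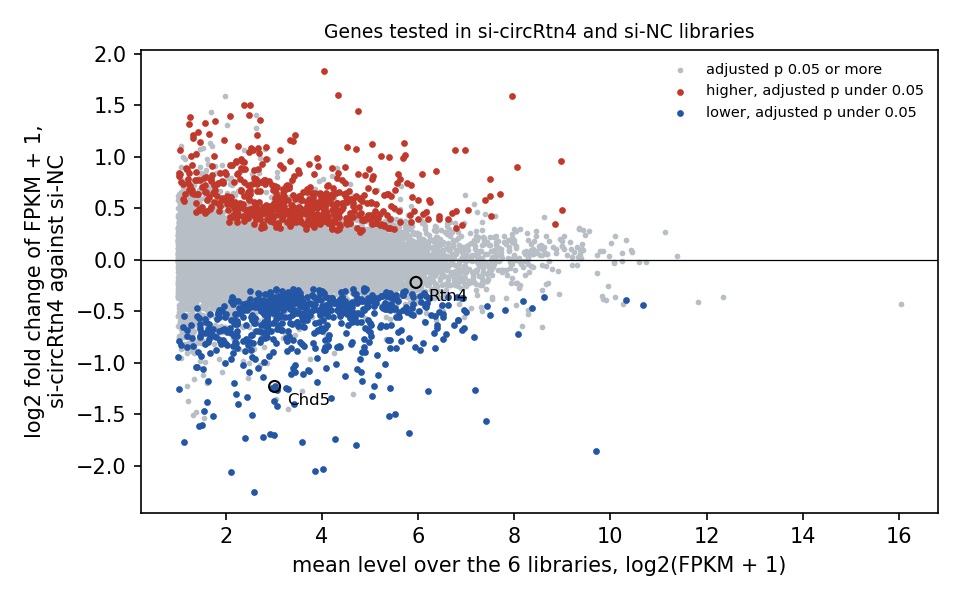
Log2 fold change of FPKM + 1 in si-circRtn4 against si-NC libraries (vertical axis) for each gene tested against its mean level as log2(FPKM + 1) (horizontal axis). Red and blue points are the 556 higher and 615 lower genes at an adjusted p under 0.05, grey points are the other genes, and circles mark Chd5 and Rtn4.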

Most downregulated genes were involved in neural development (Figure 7B). 

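Gene Ontology terms were not analysed here, and neural genes were taken by the words axon, neuro, neural, synap, dendrit or neurite in the gene descriptions of the deposited table. Matches inside longer words counted, so Neurl3 entered through neuralized in its description, and the set can hold genes that are not neural. Of the 142 genes of this set tested, 76 fell and 66 rose, and 17 were lower and 8 higher at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment). They made up 1.78% of the 1630 lower genes and 1.02% of the other genes tested (Fisher's exact test, two-sided, p = 0.0107). Neurl3, Lrrn4 and Brinp2 fell the most among them. Their median log2 fold change was 0.023 below that of the other genes (-0.023), and the set passed neither limma's camera (adjusted p = 0.202 over 11 gene lists) nor fry (adjusted p = 0.0876). Without si-NC replicate 1 the difference was 0.00055, and without si-circRtn4 replicate 3 it was -0.022 and passed fry (adjusted p = 0.0388, where the adjusted p of fry lay between 0.0388 and 0.862 over the alternatives). A list of neural development genes written by hand was lower by a median of -0.10 over 59 genes tested, of which 39 fell and 20 rose. It passed camera (adjusted p = 0.0193) but not fry (adjusted p = 0.257) or camera with an estimated correlation (adjusted p = 0.734). It made up 0.92% of the 1630 lower genes and 0.40% of the other genes tested (Fisher's exact test, two-sided, p = 0.00915). In camera it lost the call without si-NC replicate 1, si-circRtn4 replicate 1 or si-circRtn4 replicate 2, with a difference of -0.049 in the last case (adjusted p = 0.133, and 0.000407 to 0.133 over the alternatives). Without si-circRtn4 replicate 3 the difference was -0.17 and also passed fry (adjusted p = 0.0336). The median of the list relative to the other genes was lower in each si-circRtn4 library than in each si-NC library (two-sided exact permutation test, p = 0.1), whereas the genes taken by words gave p = 0.2 in the same exact test. Unc5a, Syt1 and Phox2a fell the most in the hand-written list.

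Fig. 7B also lists terms of the respiratory chain. Genes of the chain were taken by their symbols here, with those of ATP synthase included. The 85 nuclear genes of the chain had a median log2 fold change of -0.11 relative to the other genes, with 61 lower and 24 higher, and Cox7a1, Ndufv3 and Cox6a1 fell the most. They passed camera (adjusted p = 0.00144) but not fry (adjusted p = 0.389), and the difference was -0.035 without si-circRtn4 replicate 1 (adjusted p = 0.248 in camera, and 6e-06 to 0.248 over the alternatives). The 13 mitochondrially encoded genes were all lower, by a median of -0.43, and passed camera (adjusted p = 7.64e-07) and fry (adjusted p = 0.0129) but not camera with an estimated correlation (adjusted p = 0.376). This difference stayed between -0.51 and -0.38 when 1 library was left out, with an adjusted p of fry of 0.0789 without si-NC replicate 1, 0.0663 without si-NC replicate 3 and 0.0778 without si-circRtn4 replicate 2. The call in fry was also lost with replicate number as a block (adjusted p = 0.052), after quantile normalization (adjusted p = 0.0551) and rescaling to TPM with Gm23935 (adjusted p = 0.0555) or without it (adjusted p = 0.0504), which raise the median of all genes to 0.09 and 0.023. Of these genes, mt-Co3, mt-Atp8 and mt-Atp6 fell the most. Reads of mitochondrial protein-coding genes were 2.04% to 2.26% of the total in the si-NC libraries and 1.49% to 1.87% in the si-circRtn4 libraries.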

We predicted the target genes of miR-24-3p by cross analyzing three prediction databases (miRWalk, TargetScan, mirDB) and 118 genes were predicted in all three databases (Figure 7C). 

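With a log2 fold change below -0.5 in addition to an unadjusted p under 0.05 in limma, 481 genes were lower in the si-circRtn4 libraries. The fold change cutoff was read on the log2 scale because Fig. 7A uses that scale. A pseudocount of 0.1 in place of 1 gave 627 genes, and limma-voom on the recovered reads gave 633. The database predictions were not analysed here, and seed sites of miR-24-3p were searched for in the longest annotated 3′ UTR of each protein-coding gene instead. Of the 481 genes, 381 had such a 3′ UTR, and 74 of them (19.4%) held at least 1 site of 7 bases (CTGAGCC). Among the other 10307 genes the share was 19.6%, so that the genes past the cutoff were not richer in sites (Fisher's exact test, two-sided, p = 1). Over all 2090 genes with a site, the median log2 fold change lay 0.0049 above that of the 8598 genes without one, a difference that neither camera (adjusted p = 0.978 over 8 site sets) nor fry (adjusted p = 0.886) detected. Its direction changed without si-NC replicate 2, si-NC replicate 3 or si-circRtn4 replicate 1, where it was -0.0012, -0.0055 and -0.010. For the 933 genes with an 8mer site the difference was 0.019, and for the 446 genes with at least 2 sites it was 0.011 (adjusted p = 0.978 in camera for each). The median of the genes with a 7-base site relative to the other genes, taken in each library, did not separate the groups (two-sided exact permutation test, p = 1, and p = 0.7 for 8mer sites).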

Then we compared 818 downregulated genes with | fold change| > 0.5 (*P* < 0.05) and the 118 mRNAs of database projections using Venn diagram. 

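Chd5 (chromodomain helicase DNA binding protein 5, ENSMUSG00000005045) lies on the plus strand of chromosome 4 from 152338651 to 152390194 in GRCm38. It was at 11.8, 9.83 and 9.52 FPKM in the si-NC libraries and at 3.99, 3.53 and 3.97 FPKM in the si-circRtn4 libraries. The means were 10.4 ± 1.22 (SD, n = 3) and 3.83 ± 0.262 FPKM (SD, n = 3), so that the si-circRtn4 level was 36.9% of the si-NC level. Between 526 and 1702 recovered reads per library stand behind these values. The log2 fold change was -1.23 (standard error 0.098, adjusted p = 0.00139 from limma with Benjamini-Hochberg adjustment). All si-circRtn4 libraries lay below all si-NC libraries (two-sided exact permutation test, p = 0.1, the smallest value this design allows). With 1 library left out at a time the log2 fold change stayed between -1.29 and -1.15, and over the other alternatives on the log2(FPKM + 1) scale it lay between -1.24 and -1.23. On other scales it was -1.41 with a pseudocount of 0.1, -1.44 in limma-voom on the recovered reads, -1.26 as TPM and -1.35 as TPM without Gm23935.

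**Figure D3:**
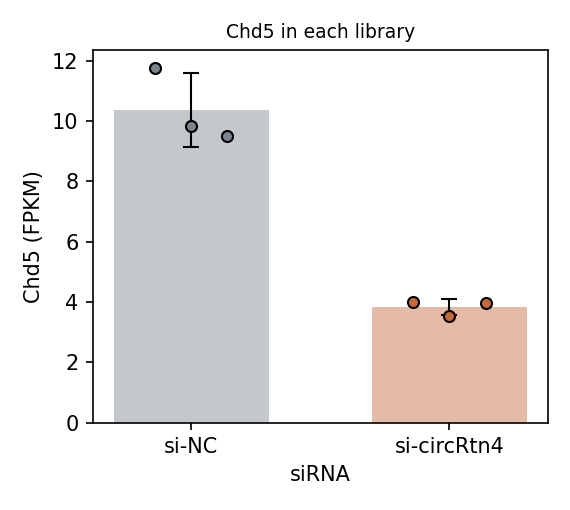
FPKM of Chd5 (vertical axis) in the si-NC and si-circRtn4 libraries (horizontal axis). Points are libraries, bars are means and error bars are the SD of 3 libraries. The si-circRtn4 libraries lie between 3.53 and 3.99 FPKM, all below the si-NC libraries.

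In the GENCODE M21 transcript of Chd5 with the longest 3′ UTR, this UTR covers positions 6161 to 9486 of the 9486 bases. It holds an 8mer seed site of miR-24-3p (CTGAGCCA) at positions 6202 to 6209, in the context AGCGCTCCTTTCCAGCTGAGCCAAGCCA. This site spans an exon junction, with its first base at 152385998 and its last at 152386917 of chromosome 4. A site of 7 bases (TGAGCCA) follows at positions 8653 to 8659 (152389361 to 152389367). The same 3′ UTR holds 1 site for the seed of the si-circRtn4 guide (ACCCTTT) at positions 9459 to 9465 (152390167 to 152390173), 21 bases before the transcript's end, in the context TCTGTGTTTTAATAAACCCTTTGGGAA. The coding sequence also holds an 8mer site of miR-24-3p at positions 3161 to 3168 (152371735 to 152371742) and a guide seed site at positions 1963 to 1969 (152363340 to 152363346). The paper takes the genes that are both lower after circRtn4 knockdown and predicted as miR-24-3p targets as candidates for the luciferase reporter assay.

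**Figure D4:**
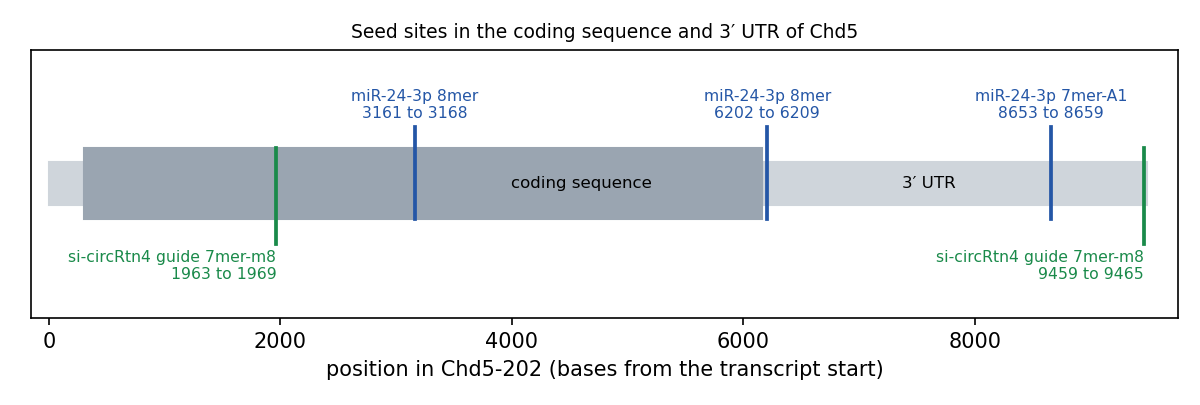
The Chd5 transcript drawn to scale (horizontal axis, position in bases), with the coding sequence as the thick bar. Blue lines mark the miR-24-3p seed sites at 3161 to 3168 in the coding sequence and at 6202 to 6209 and 8653 to 8659 in the 3′ UTR. Green lines mark the si-circRtn4 guide seed sites at 1963 to 1969 in the coding sequence and at 9459 to 9465 in the 3′ UTR.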

There were 6 genes in the overlapped spaces in the Venn diagram (Figure 7D). We performed dual-luciferase reporter assay to screen 6 genes. And we found the activity of luciferase reporter containing CHD5 was effectively reduced by miR-24-3p mimic (Figure 7E), which suggested that CHD5 is the target gene of miR-24-3p.

**FIGURE 7:**
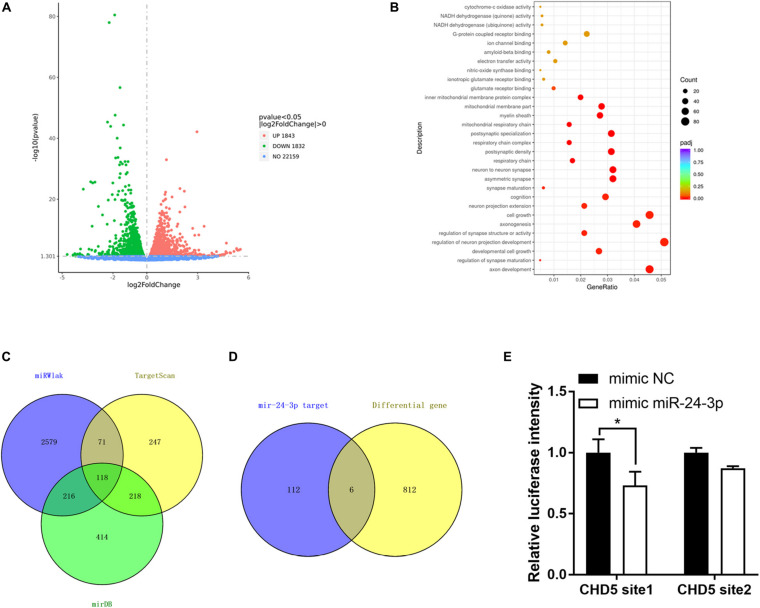
CHD5 is the target gene of miR-24-3p. **(A)** The variation of genes expression in N2a cells transfected si-circRtn4 were revealed in the scatter plot. **(B)** Gene Ontology analyses of downregulated genes. **(C)** The Venn diagram showed the potential target genes predicted by databases. **(D)** The Venn diagram showed the same genes between genes predicted by databases and differential genes in transcriptome sequencing. **(E)** HEK-293T cells were cotransfected with psiCHECK^TM^-2-CHD5 site1, psiCHECK^TM^-2-CHD5 site2 or psiCHECK^TM^-2-control and miRNA mimics or miRNA negative control. Luciferase activity was detected with luciferase reporter assays. The results were shown as the mean ± SD (*p < 0.05).

### CHD5 Reversed the Neurite Growth Promotion Mediated by circRtn4

Similar to circRtn4, the differentiation of N2a cells and primary cortical neurons increased the expression level of CHD5 (Supplementary Figures 1E,F). We further examined whether CHD5 is downstream gene regulated by circRtn4 to promote neurite growth. N2a cells were transfected with vector + si-NC, circRtn4 + si-NC, vector + si-CHD5 and circRtn4 + si-CHD5. The knockdown efficiency of CHD5 was determined by qRT-PCR (Figure 8B). As previously observed, circRtn4 overexpression effectively promote neurite growth. However, CHD5 silence reversed the promoting effect of circRtn4 (Figures 8A,C–E).

**FIGURE 8:**
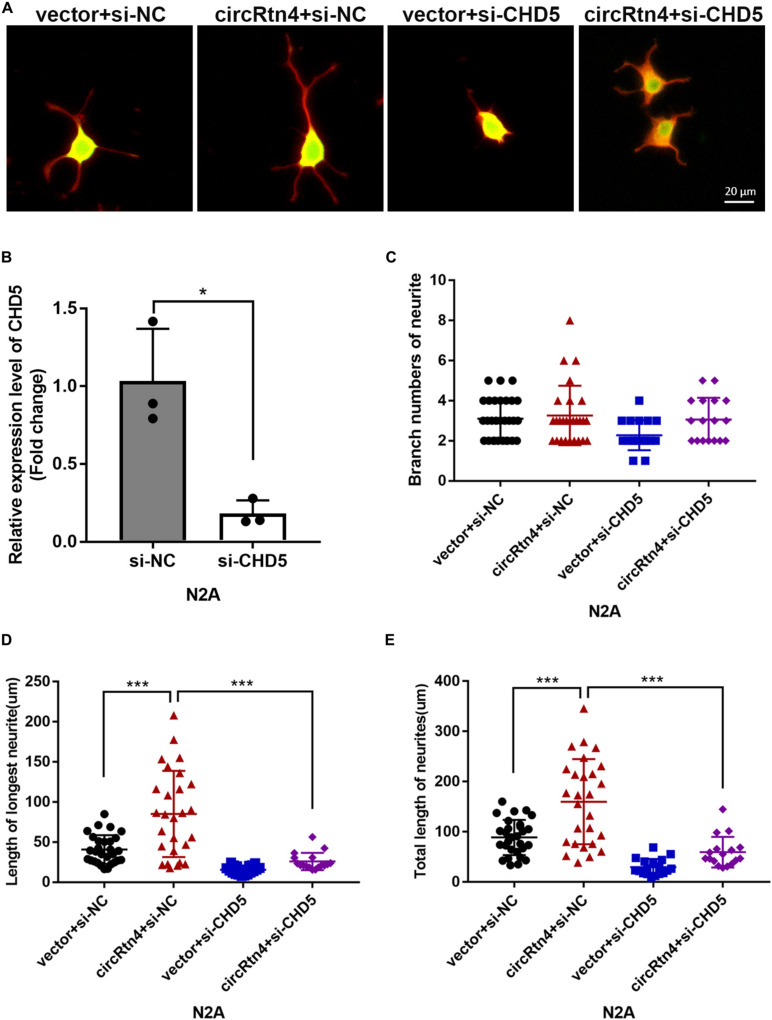
CHD5 reversed the neurite growth promotion mediated by circRtn4. **(A)** After transfected with vector + si-NC, circRtn4 + si-NC, vector + si-CHD5 and circRtn4 + si-CHD5, N2a cells were fixed and immunostained with anti-β-tubulin III antibody and captured by a Zeiss LSM 710 confocal microscope with a 20 × objective (Red, β-tubulin III; Green, GFP). N2a were cotransfected with 100 nM siRNA and 500 ng/ml pcDNA3.1 vector. **(B)** The knockdown efficiency of CHD5 was determined by qRT-PCR (*n* = 3). **(C–E)** The branch numbers of neurite, the length of longest neurite and total length of neurites were quantified by Image-Pro Plus software. The results were shown as the mean ± SD (*p < 0.05, and ***p < 0.001).

## Discussion

CircRNAs abundant in mammalian brain, especially in neurons, may play important roles in the nervous system (You et al., 2015; Rybak-Wolf et al., 2015; Chen and Schuman, 2016; Xu et al., 2020). For instance, cirTLK1 aggravates neuronal injury and neurological deficits after ischemic stroke (Wu et al., 2019). Circ_0000950 promotes neuron apoptosis and suppresses neurite outgrowth in Alzheimer’s disease (Yang et al., 2019). CircPTK2 regulates oxygen-glucose deprivation-activated microglia-induced hippocampal neuronal apoptosis (Wang et al., 2019). Moreover, circDLGAP4 exerts neuroprotective effects (Feng et al., 2020).

It was reported that significantly increased expression of circRtn4 is associated with the differentiation of primary neurons (Rybak-Wolf et al., 2015). In our study, we explored the role of circRtn4 in neurite growth and found it promote neurite branching and growth. Furthermore, circRtn4 mainly located in the cytoplasm, where circRNAs often function as miRNA sponges (Wilusz, 2018). As expected, circRtn4 interacted directly with miR-24-3p.

In recent years, miR-24-3p has been reported to be involved in the pathogenesis of cardiovascular disease (Li et al., 2020; Qiao et al., 2020). More studies have focused on its roles in cell apoptosis, proliferation, migration and invasion in various cancers, including glioma (Xu et al., 2013), lung cancer (Yan et al., 2018), bladder cancer (Yu et al., 2017) and hepatocellular carcinoma (Fan et al., 2018). In our study, circRtn4 was considered as the sponge of miR-24-3p, which promotes the differentiation of neural cells. Moreover, dysregulation of miR-24-3p significantly affected the neurite branching and growth, which is consistent with its role in inhibiting neuronal differentiation (Kang et al., 2019). In this report, miR-24-3p was found to modulate neurite outgrowth by targeting HPCA in SH-SY5Y cells (Kang et al., 2019). However, the binding site of miR-24-3p on HPCA was poorly conserved between human and mouse. Therefore, the target genes of miR-24-3p in the mouse neurodevelopment need to be further explored.

Chromodomain helicase DNA binding protein 5 (CHD5) is well known as a tumor suppressor gene involved in multiple tumors (Fujita et al., 2008; Wong et al., 2011; Wu et al., 2012; Zhao et al., 2012; Wang et al., 2013). Evidence emerged that miR-24-3p targeted CHD5 to promote cells proliferation and regulate chemosensitivity in head and neck squamous cell carcinoma (Sun et al., 2016). Similarly, we proved that CHD5 is a target gene of miR-24-3p. In addition to its antitumor role, CHD5 was reported to be critical to neuronal differentiation (Egan et al., 2013). In our study, knockdown of Chd5 blocked neuronal differentiation, which was enough to reverse the promoting role of circRtn4 overexpression in neuronal differentiation.

Collectively, our findings showed that circRtn4 regulates neurite growth by sponging miR-24-3p to enhance CHD5, which supplied new insights into the molecular mechanisms of neurodevelopmental regulation. Moreover, circRtn4 may be a promising biomarker and a potential therapeutic target.

## Data Availability Statement

The datasets presented in this study can be found at the NCBI GEO with accession number GSE165253.

## Ethics Statement

The animal study was reviewed and approved by the Shenzhen-Peking University-The Hong Kong University of Science and Technology Medical Center.

## Author Contributions

YQ carried out the molecular and cellular studies, participated in the animal experiments, and drafted the manuscript. NM, XC, and YW participated in the circRtn4 structure identification and performed FISH and nuclear and cytoplasmic isolation assays revised the manuscripts. WZ and JW conceived of the study and helped to draft the manuscripts. All authors have read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

CircRNAs: circular RNAs
MiR: microRNA
CHD5: chromodomain helicase DNA binding protein 5.

# Supplementary material for: CircRtn4 Acts as the Sponge of miR-24-3p to Promote Neurite Growth by Regulating CHD5
**Source:** Front Mol Neurosci. 2021 Jul 7;14:660429. doi: 10.3389/fnmol.2021.660429
**Supplement:** Supplementary file 4

**Supplementary Tables**

**Table S1 Primers used for RT-qPCR.**

| **Primer name** | **Sequence（5’-3’）** |
| --- | --- |
| CircRtn4-F | AGATCCCTGACAGCTGTATTGT |
| CircRtn4-R | CTTGACCAGACGAAACAGTGT |
| Rtn4 (transcript variant 5)-F | ACCCTAGGGCTTTGTCTACG |
| Rtn4 (transcript variant 5)-R | TCCTAGCTGCTGATAGGCGA |
| Rtn4 (transcript variant 1-3)-F | GAGGCAGGAGGAGAAGTCTT |
| Rtn4 (transcript variant 1-3)-R | AACTGGTACTTGAAAGCGGG |
| mouse-GAPDH-F | AACTTTGGCATTGTGGAAGG |
| mouse-GAPDH-R | ATGCAGGGATGATGTTCT |
| U6-F | GCTTCGGCAGCACATATACTAAAT |
| U6-R | CGCTTCACGAATTTGCGTCTCAT |
| miR-24-3p-qPCR-F | GCGTGGCTCAGTTCAGCAG |
| miR-24-3p-qPCR-R | AGTGCAGGGTCCGAGGTATT |
| miR-24-3p-RT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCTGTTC |
| CHD5-F | AGCTCCCTGGTCAAGTCTTC |
| CHD5-R | CAGGAGCGTTGAATCTGTCG |
|  |  |

**Table S2 The siRNAs used in this study.**

| **Name** | **Probe sequence（5’-3’）** |
| --- | --- |
| si-circRtn4 | CTTCAGATGAGACCCTTTT |
| si-CHD5 | GTATCGCAACTACCAAAGA |

**Table S3 The probes used in the RAP assay**

| **Name** | **Probe sequence（5’-3’）** |
| --- | --- |
| circRtn4 | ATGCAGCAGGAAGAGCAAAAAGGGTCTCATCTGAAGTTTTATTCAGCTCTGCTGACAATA |
| Lac Z | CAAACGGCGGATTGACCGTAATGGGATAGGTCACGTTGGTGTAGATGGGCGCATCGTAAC |
| Lac Z | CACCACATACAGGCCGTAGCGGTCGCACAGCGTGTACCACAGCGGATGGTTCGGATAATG |
| Lac Z | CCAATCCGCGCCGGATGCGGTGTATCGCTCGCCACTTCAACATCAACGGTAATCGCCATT |

How the deposited data were processed for this re-analysis (not part of the article)

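Gene expression was measured by RNA sequencing in 6 libraries of N2a cells, 3 transfected with si-NC and 3 with si-circRtn4. Libraries were assigned to groups and replicate numbers by the sample labels, which match the column names of the deposited table. The siRNA dose and the times come from the paper's general methods, and the labels name only the growth medium. The table holds 6 further columns of other samples, which were not used.

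The authors deposited FPKM values per gene, with gene length, coordinates, biotype and description. The paper's text does not name the aligner, the counting tool, the genome build or the test behind Fig. 7A. Its statistics section names Student's unpaired test for comparisons of 2 groups in general, and Fig. 7A gives the threshold on p and on the fold change. Of the 54532 genes listed, 54409 were found in GENCODE M21 and 53499 had the same coordinates there. FPKM multiplied by gene length gave whole multiples of 1 step for 100% of the values in each library. The reads so recovered numbered 14100818 to 14748929 in the si-NC libraries (median 14201979) and 13541198 to 15122063 in the si-circRtn4 libraries (median 14535944). Genes with near-identical copies can lose or share reads in the authors' counting. Gapdh, which has many pseudogenes, is listed at only 1.60 to 8.16 FPKM.

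The deposited FPKM values were tested as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend). The test covered the 12749 genes with a mean of at least 1 FPKM over the 6 libraries, of 28442 genes above 0 in at least 1 library. P-values were adjusted by the Benjamini-Hochberg method over the genes tested. Two-sided exact permutation tests were added for single genes, where 3 libraries against 3 give 0.1 at the least. The genes named are those the paper names (Chd5, Rtn4, Hpca, Gapdh and Tubb3), and the 5 protein-coding genes with the largest rise and the 5 with the largest fall at an adjusted p under 0.05 whose groups did not overlap. Genes of a discussed list were named only where they were among the 3 with the largest change.

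Gene lists were tested with limma's camera at an inter-gene correlation of 0.01, with fry and with camera at an estimated correlation beside it. The lists were neural genes by description words, a hand-written list of neural development genes, nuclear and mitochondrially encoded respiratory chain genes, and hand-written lists of interferon response, ATF4 and stress, p53, cholesterol synthesis, proliferation, retinoic acid response and glycolysis genes. P-values of each test were adjusted over these 11 lists, and over the 8 site sets, by the Benjamini-Hochberg method within each alternative, and a set was called at an adjusted p under 0.05. This way of calling sets was chosen after their unadjusted p-values had been seen. With all 6 libraries it changed no call of camera at the preset correlation. At an unadjusted p under 0.05, the ATF4 list and the neural genes by description words would also have passed fry, and the mitochondrially encoded genes and the genes with an 8mer site of the guide would have passed camera at an estimated correlation. These tests also rest on 3 libraries per group, so a two-sided exact permutation test of the median of a set relative to the other genes in each library was added for the main sets, which gives 0.1 at the least. For these medians each gene's level was taken as its deviation from its mean over the 6 libraries. Random lists for comparison were drawn 10000 times, matched on gene length and mean expression. Seed sites were searched for in the longest annotated 3′ UTR of at least 20 bases of each protein-coding gene of GENCODE M21, which left 10688 genes tested. The guide strand of si-circRtn4 was taken as the reverse complement of the sequence in Table S2, and the listed strand as the passenger strand. For all 15567 sequences of 7 bases found in the 3′ UTRs of at least 100 of these genes, the log2 fold change was regressed on presence of the sequence, with UTR length, GC content and mean expression as covariates, and the sequences were ranked by their t values. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for these steps.

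The pipelines were tested on simulated data. Reads were drawn from the real means and library sizes with a dispersion of 0.01, and 200 genes were changed by a fold of 2. Of the 192 changed genes among 12789 tested, limma on log2(FPKM + 1) recovered 85.4%, and 8.4% of its calls were false. In the ranking of 15567 sequences over 10688 genes, a simulated fall of 0.07 placed each of 3 sequences at rank 1, and a fall of 0.02 placed them at ranks 11, 276 and 2108.

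Replicate numbers are shared between the groups, so it was checked whether they pair the libraries. Deviations from the group means correlated at 0.331, 0.19 and 0.226 for libraries with the same number, and at most 0.009 for libraries with different numbers. The deviations of a group cancel over its libraries, which lowers the values for different numbers when those for the same number are high. The low values are thus no separate evidence, and with so few libraries the check cannot settle the pairing. The numbers were treated as pairs only in the fit with replicate number as a block. Neither the paper nor the labels say what the numbers mark.

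The alternatives were a pseudocount of 0.1, all detected genes, rescaling to TPM, median centring, quantile normalization, the replicate block, eBayes without the trend, protein-coding genes only, limma-voom on the recovered reads, leaving out each library in turn, and other tests and definitions of the lists and sites. Rescaling to TPM without Gm23935 and the 7mer-A1 site of the guide were added after the data had been seen. The Gene Ontology annotation and the database predictions of miR-24-3p targets were not analysed here. The values do not separate circular from linear RNA, and experiments with other samples (qRT-PCR, luciferase assays and neurite measurements) were not analysed here.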

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

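The lists, the sites and the alternatives were set before the data were examined, except rescaling to TPM without Gm23935 and the 7mer-A1 site of the guide. These 2 alternatives, the calling of sets by adjusted p and the test against other sequences of the same bases were chosen after the results had been seen. So was the use of 3 tests for explanations of the ATF4 rise. They were matched lists, fits that left out 1 library and camera with an estimated correlation. The fits without 1 library and this form of camera were themselves among the alternatives set before.

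The paper reports no analysis of the siRNA's own seed sites, and a signal appeared there. The 1337 genes with a 3′ UTR site for the seed of the si-circRtn4 guide (ACCCTTT) had a median log2 fold change of -0.056 relative to the other 9351 genes on the log2(FPKM + 1) scale. It passed camera (adjusted p = 0.0164 over 8 site sets) and fry (adjusted p = 0.0171), but not camera with an estimated correlation (adjusted p = 0.252). The 265 genes with an 8mer site were lower by -0.094, with the same calls (adjusted p = 2.4e-05 in camera, 0.00537 in fry and 0.252 with an estimated correlation). Without si-circRtn4 replicate 2 the difference of the 7-base site was -0.038 and did not pass camera (adjusted p = 0.0997, and 0.00576 to 0.0997 over the alternatives). In fry, the 7-base site lost the call without any 1 of the si-NC libraries and in the fit with replicate number as a block (adjusted p = 0.0807). The 8mer site kept it in each fit that left out a library (adjusted p of fry up to 0.0435) and lost it with the block (adjusted p = 0.0807). Rescaled to TPM, the differences were -0.058 and -0.11 and passed camera. Fry tests the change of a set itself, and TPM raised the median of all genes to 0.09, so the values of fry there (adjusted p = 0.733 and 0.279) do not bear on the sites relative to the other genes. With Gm23935 left out of the rescaling the median of all genes was 0.023, the differences were -0.059 and -0.11 and passed camera, and fry (adjusted p = 0.486 and 0.149) has the same limit. With all detected genes, the 7-base site was at -0.014 and passed fry (adjusted p = 0.0249) but not camera (adjusted p = 0.0708). Levels in each library were taken as deviations from each gene's mean over the 6 libraries. On this scale the median of genes with the 7-base site differed from that of the other genes by -0.061 to -0.011 in the si-circRtn4 libraries. In the si-NC libraries it differed by 0.026 to 0.033 (exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). The opposite signs follow largely from this centring, so only the separation of the groups is a finding. Of the 15567 sequences of 7 bases, CCCTTTA ranked lowest and ACCCTTT came next. Both kept these ranks in all 17 fits, of which 13 have fold changes of their own and 1, with all detected genes, ranks 15918 sequences over 16225 genes. Both are sites of the guide seed. The sequences at ranks 3 and 4, GCCCTTT and AACCCTT, overlap the seed site.

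A trend with UTR length, GC content or expression level is argued against as the whole cause. With these trends removed, the t value of ACCCTTT was -8.71, while the lowest among the other sequences of the same bases, CCCTTTA left out, was -3.91. A chance alignment of 1 library is argued against as well, because the coefficient was -0.071 or lower in each of the 6 fits that left out a library. Off-target silencing by the guide strand predicts deeper falls for 8mer sites and for sites in 3′ UTRs, and both were seen. Relative to genes with no site, the median was -0.10 for 8mer sites, -0.038 for 7mer-m8 sites alone and -0.052 for 7mer-A1 sites alone. In the coding sequences of genes without a UTR site the same sequence had a coefficient of -0.0024 (714 of 8676 genes, rank 6857 of 16134), against -0.075 in 3′ UTRs. The passenger strand's site ranked 43, and from 36 to 200 over the fits. As a hypothesis, the fall is consistent with microRNA-like silencing by the siRNA guide. The sets shift by small amounts, and only 1 siRNA against circRtn4 was sequenced, so no second siRNA separates this signal from loss of circRtn4. Loss of circRtn4 as a source of the same site pattern was not tested.

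ATF4 and stress genes, which the paper does not discuss, were higher in the si-circRtn4 libraries. The 21 genes of this list tested had a median log2 fold change of 0.25 relative to the other genes, 20 rose, and 6 were higher at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment). Atf3, Cth and Cebpb rose the most. The list passed camera (adjusted p = 1.43e-05 over 11 lists, and up to 0.000412 over the alternatives) but not fry (adjusted p = 0.149). Its median relative to the other genes was higher in each si-circRtn4 library than in each si-NC library (two-sided exact permutation test, p = 0.1, the smallest possible). A trend with gene length or expression level is argued against, since 0% of 10000 matched lists had a median as high. A chance alignment of 1 library is argued against too, since the difference stayed at 0.19 to 0.35 with 1 library left out, the lowest without si-NC replicate 2. The genes of the list move together, with an estimated correlation of 0.481, and camera at that correlation gave an adjusted p of 0.734. Whether such correlated genes differed between 6 libraries by chance therefore stays open. A stress response to loss of circRtn4 and one to this siRNA cannot be told apart, as each si-circRtn4 library has both, and neither was tested.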

How the results depend on the processing

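Chd5 kept its direction and an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment) under all alternatives, with adjusted p from 2.34e-05 to 0.0132. The number of genes lower by over 0.5 on the log2 scale at an unadjusted p under 0.05 stayed within 1.5 times 481, between 391 and 633. The mitochondrially encoded respiratory chain genes stayed lower in all alternatives, by -0.51 to -0.33.

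Rescaled to TPM, 2621 genes were higher and 957 lower at an unadjusted p under 0.05, and 972 and 393 at an adjusted p under 0.05, in place of 556 and 615. The share of higher genes among the latter was 71.2% in place of 47.5%, and the median of all genes tested rose by 0.09. With Gm23935 left out of the rescaling, an alternative chosen after seeing the data, 589 were higher and 536 lower at an adjusted p under 0.05, so that this gene's share of the FPKM sum accounts for most of the shift. With all detected genes tested (28442), 210 were higher and 261 lower at an adjusted p under 0.05, where more genes share the adjustment. At this setting the neural set by description words had a difference of 0.0017, against -0.023, and the cause was not tested.

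In the paired fit with replicate number as a block, 1185 genes were higher and 1243 lower at an adjusted p under 0.05, and 1170 of the 1171 genes called without the block were among them. Rtn4 at -0.22 passed the threshold (adjusted p = 0.0447), as did Hpca (adjusted p = 0.0082) and, in camera, the cholesterol synthesis list (adjusted p = 0.00783). In fry, the block moved the mitochondrially encoded genes (adjusted p = 0.052) and the guide's 8mer (adjusted p = 0.0807), 7mer-m8 (adjusted p = 0.0807) and 7mer-A1 sites (adjusted p = 0.088) over 0.05. The block changed no other call of a gene named or of a camera or fry test.

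Across the 6 fits that each left out 1 library, 163 to 407 genes were higher and 217 to 419 lower at an adjusted p under 0.05, with fewer libraries in each fit. The difference of the neural set ranged from -0.051 to 0.00055, that of the nuclear respiratory chain set from -0.15 to -0.035, and that of the miR-24-3p site set from -0.010 to 0.011. That of the guide seed site set ranged from -0.071 to -0.038 and lost its call in camera without si-circRtn4 replicate 2. Changes of direction were also seen for Gapdh (-0.86 to 0.050), the interferon list (-0.012 to 0.19), the cholesterol synthesis list (-0.058 to 0.30) and the glycolysis list (-0.0067 to 0.15). The cause was not tested.

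Other tests of the same sets moved some of them over the threshold. The neural set reached it in camera as the hand-written list (-0.10, adjusted p = 0.0193), and the cause was not tested. The nuclear respiratory chain set at -0.11 lost it under fry (adjusted p = 0.389) and an estimated correlation (adjusted p = 0.734), and the mitochondrially encoded set at -0.43 lost it under an estimated correlation (adjusted p = 0.376). The guide seed site set at -0.056 lost it under an estimated correlation (adjusted p = 0.252), and with all detected genes it was at -0.014 (adjusted p = 0.0708 in camera). The passenger strand's site gave -0.010 (adjusted p = 0.919 in camera). These tests treat the correlation between genes differently. Among single genes other than Chd5 and Rtn4 and the other lists, 10 results lost and 2 (Hpca and the cholesterol list, both with the block) reached the threshold under other settings, and 15 lost and 2 reached it when 1 library was left out.

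Depth limits the genes with low FPKM most. Pla2g2e rests on 14 to 100 recovered reads per library and Fam92b on 17 to 236.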

Differences from the paper's values

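The paper reports 818 downregulated genes past its fold change cutoff, and 481 genes passed a log2 fold change below -0.5 and an unadjusted p under 0.05 in limma. Of the alternatives set before the data were examined, a pseudocount of 0.1 (627 genes), limma-voom on the recovered reads (633 genes) and the fit without si-circRtn4 replicate 3 (562 genes) came within 1.5 times of the paper's number. The others did not, with 391 to 540 genes. Rescaling to TPM without Gm23935, which was chosen after seeing the values, gave 542 genes.

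The paper states that the downregulated genes were mainly involved in neural development. Of the 1630 lower genes, 29 (1.78%) had neural words in their description, against 1.02% of the other genes (odds ratio 1.76, Fisher's exact test, two-sided, p = 0.0107), and 15 (0.92%) were on the hand-written list of neural development genes, against 0.40% (odds ratio 2.34, p = 0.00915 in the same Fisher's exact test). The share of both lists was thus higher among the lower genes, while they made up a small part of them. Fisher's exact test treats genes as independent, and its p-values were not adjusted over the lists. With all 6 libraries, neither list passed fry (adjusted p = 0.0876 for the words and 0.257 for the hand-written list). Camera with an estimated correlation gave an adjusted p of 0.734 for each. Both lists are narrower than Gene Ontology terms, so these shares are on another scale than those of Fig. 7B. The description words also matched inside longer words, such as neuralized. Among the alternatives set before the data were examined, the hand-written list passed camera (adjusted p = 0.0193), and without si-circRtn4 replicate 3 both the genes taken by words (adjusted p = 0.0388) and the hand-written list (adjusted p = 0.0336) passed fry.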

Other observations

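The tests of Chd5, of guide sites among neural genes, of correlation in the hand-written list and of library depth were chosen after the results had been seen.

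The sponge model predicts that loss of circRtn4 frees miR-24-3p and lowers genes with its sites. Genes with an 8mer site of miR-24-3p in the 3′ UTR lay 0.020 above genes with no site in median log2 fold change, and over all alternatives the 8mer set differed from the other genes by 0.0057 to 0.023. Among the 15567 sequences of 7 bases, CTGAGCC ranked 12840, and 9180 to 14003 over 17 fits, where the fit with all detected genes ranks 15918 sequences (CTGAGCC at 13153). In single simulated draws, a fall of 0.07 placed this sequence and 2 others at rank 1, whereas a fall of 0.02 placed it at rank 11 and the others at ranks 276 and 2108. Of the 568 genes with a 3′ UTR that were lower at an adjusted p under 0.05, 20.2% held a 7-base site, against 19.5% of the other genes (Fisher's exact test, two-sided, p = 0.664). Release of miR-24-3p acting on site-bearing genes as a set is argued against for RNA levels at a fall of about 0.07. A fall near 0.02 was not found reliably in the simulation and stays open. Effects on translation, on genes with other kinds of sites or on a few genes alone stay open, and none was tested.

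Chd5 fell far more than genes with the same sites. Of the 933 genes with a miR-24-3p 8mer site, 2 fell at least as far as Chd5, Chd5 included. Of the 891 genes with a guide 7mer-m8 site and no other guide site, 3 fell as far, Chd5 included. This class had a median of -0.038 relative to genes with no guide site. Among the 7826 genes without a miR-24-3p site, 26 fell as far. Release of miR-24-3p and off-target silencing by the guide strand cannot be told apart for Chd5, since its 3′ UTR holds a site for each and a class median decides nothing for a single gene. A fall through neither site may also be possible. The paper also reports that miR-24-3p mimic lowered a luciferase reporter holding CHD5 sequence in other cells. That assay bears on whether miR-24-3p can act on CHD5, not on what lowered Chd5 in these libraries. To tell the 2 explanations apart here, values from cells with a second siRNA, or with a changed site, would be needed.

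The hand-written neural list was lower by -0.10. A trend with gene length or expression level is argued against, as 0.08% of 10000 matched lists had a median as low. Guide seed sites are argued against as the whole cause, since the 40 genes of the list without such a site had a median of -0.087, which 0.48% of matched lists of genes without a site reached. Chance differences of correlated genes between 6 libraries stay open, with an adjusted p of 0.257 in fry. The list made up 0.92% of the genes lower at an unadjusted p under 0.05, against 0.40% of the other genes (Fisher's exact test, two-sided, p = 0.00915). That test treats genes as independent, so it does not settle this point. For neural genes by description words, 15.5% of matched lists had a median as low, but members went both ways, so this median does not decide whether the set fell. Their mean log2 fold change lay -0.079 from that of the other genes, and their share was higher among the lower genes, with 1.78% against 1.02% (Fisher's exact test, two-sided, p = 0.0107, with the same limit). The 36 of them with a guide site had a median of -0.091, and the 105 with a 3′ UTR and no site one of 0.0038. The difference of -0.095 was not past 0.05 (permutation test, 100000 permutations, p = 0.0685), so a share of guide sites in this set could neither be shown nor excluded.

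For the number of genes called, 1 of the 10 splits of the 6 libraries, the real one, gave 1171 genes at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment). The other 9 gave 0 or 1 gene, and 130 to 977 genes at an unadjusted p under 0.05 against 3305 in the real split. The 3 other splits that part all 3 replicate pairs gave 130 to 158. With 10 splits the share cannot be under 0.1. Direct silencing through guide sites is argued against as the source of all lower genes, since 31.2% of those with a 3′ UTR hold a 7mer-m8 or 7mer-A1 site. The share among the other genes was 18.1% (Fisher's exact test, two-sided, p = 4.14e-13), and among the genes higher at an adjusted p under 0.05 it was 15.5%. A difference in depth is argued against, because the 14100818 reads of the smallest si-NC library lie within the range of the si-circRtn4 libraries. Differences between the cultures other than the siRNA were not tested.

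Further genes that the paper names had no adjusted p under 0.05 in limma with all 6 libraries and no replicate block. Hpca had a log2 fold change of -0.43 (adjusted p = 0.111, and 0.0082 to 0.272 over the alternatives, the lowest with replicate number as a block). Tubb3, which encodes the β-tubulin III stained in the neurite experiments, had one of -0.34 (adjusted p = 0.361, and 0.0529 to 0.714). With 1 library left out, its log2 fold change lay between -0.48 and -0.11, the weakest without si-circRtn4 replicate 1. Gapdh had one of -0.49 (adjusted p = 0.512), which became 0.050 without si-NC replicate 2, the library with 8.16 FPKM.

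The other hand-written lists did not pass both camera and fry at an adjusted p under 0.05. Their differences in median log2 fold change were 0.11 for interferon response genes (13 tested, adjusted p = 0.202 in camera), -0.14 for proliferation genes (38 tested, adjusted p = 0.0298 in camera and 0.62 in fry), 0.11 for cholesterol synthesis genes (22 tested, adjusted p = 0.202), 0.050 for p53 targets (14 tested, adjusted p = 0.732), 0.18 for retinoic acid response genes (6 tested, adjusted p = 0.36) and 0.10 for glycolysis genes (20 tested, adjusted p = 0.608). The interferon list had a difference of 0.19 without si-circRtn4 replicate 3 (adjusted p = 0.0132 in camera and 0.0524 in fry) and of -0.012 without si-circRtn4 replicate 1. Isg15, Oasl1 and Cxcl10 rose the most in it. The proliferation list was at -0.051 without si-NC replicate 2, at -0.10 without si-NC replicate 3 and at -0.078 without si-circRtn4 replicate 1, and lost its call in camera in each case (adjusted p = 0.66, 0.163 and 0.363). It kept the call at -0.25 without si-NC replicate 1, at -0.19 without si-circRtn4 replicate 2 and at -0.16 without si-circRtn4 replicate 3. The adjusted p of camera there was 4.19e-06, 0.00261 and 0.0173. The cholesterol list was at 0.30 without si-NC replicate 3 (adjusted p = 0.000877 in camera) and at -0.058 without si-circRtn4 replicate 3. The glycolysis list was at -0.0067 without si-circRtn4 replicate 3, and the retinoic acid list lay between 0.057 and 0.25 with 1 library left out. The list of p53 targets lay between 0.0047 and 0.097 with 1 library left out.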
